A study of Mus musculus with 5480 samples.

How the data were processed

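Single mesenchymal cells of the mouse lung, which are the fibroblasts and the muscle and vessel-wall cells that build its connective tissue, had been sorted by flow cytometry and sequenced cell by cell. The tissue was distal lung. Per the labels' protocols, no RNA extraction step was used, and libraries were prepared in plates with Tn5 transposase, an enzyme that fragments DNA and attaches sequencing adapters in 1 step. The deposited values were read counts per gene and cell, as whole numbers that the authors had not normalized. No molecular identifiers are named in the labels, so a value counts reads and not molecules, and reads copied from 1 molecule during amplification count separately. The aligner, the counting tool, the genome build and the annotation were not stated, and neither were the authors' filters on genes and cells. No coordinates are given for that reason. Because the counting rule was not stated, values of genes with near-identical copies or overlapping neighbours are uncertain, among them Ly6a, Ccl2, Acta2, Actg2, Krt8 and the pseudogenes.

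The table held 18072 genes in 5480 cells, with 0 mitochondrial genes. Every count column matched 1 labelled cell. The reads in the table made up 90.6% of the coverage given per cell in the labels (median cell). Each cell's mouse, sex, age, treatment, sequencing run, plate, well and subtype came from the labels. By the sort names in the titles, 5409 cells came from the mesenchymal sort, 69 from a CD31 and 2 from a CD45 sort, and all were kept, since the labels call them mesenchymal. The 16 subtypes were used as the authors had named them, and cells were not clustered again. No doublet caller was run, and whether the authors had removed doublets was not stated.

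Cells are not replicates of a group, so the mouse was the unit of every comparison between groups, with 1 female and 1 male in each of 5 groups. Read counts were summed over the cells of each mouse and class, and a mouse entered a fit with at least 10 cells of the class. The summed counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, a filter on low counts by group (filterByExpr), and the two-sided quasi-likelihood test with a term for sex and a term for group. All groups with enough cells entered each fit, to estimate the spread between mice from more than the 4 mice of a contrast. The fits held 6 to 10 libraries and 2 to 4 residual degrees of freedom. Adjusted p is by Benjamini-Hochberg within a comparison, with a threshold of 0.05. For the developmental and sex comparisons, the early and later subtypes of the alveolar and of the adventitial fibroblasts were joined, and proliferating cells were left out. The difference of the hyperoxia effect between classes was tested as an interaction, with the mouse as a block and summed counts of both classes of the 4 mice at P7.

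Shares of the 14 subtypes with at least 20 cells were tested with edgeR on cell numbers per mouse, with terms for sex and group and 1 dispersion for all subtypes. Intervals of shares are 95% Wilson intervals. A share or level of 0 has the upper limit that 3 counts allow, and a fold against a group at 0 was computed against 3 counts over that group. Ratios against a group with 1 to 3 counts have exact conditional 95% intervals. All such intervals and limits cover counting error only, since copied reads are not independent molecules. Genes per cell were counted after each cell had been thinned to 100000 reads, which left out 168 cells. The share of cells in division was the share in the authors' proliferating subtypes.

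Gene lists were tested on voom values of the summed counts with fry of limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over 5 lists: p53 targets (16 genes), NRF2 targets (18), elastic fibre and collagen genes (22), cell division genes (20) and contractile genes (14). The value given for a list is the median of the edgeR log2 fold changes of its genes. Lists of markers for epithelial, endothelial, immune and erythroid cells were used in the same way, as candidate sources of RNA from other cells. Gene symbols were matched to GENCODE M21 for gene length, GC content and biotype alone, and 99.7% of the symbols matched.

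CPM are counts of a library scaled to a common size. For named genes and members of the lists that size was the TMM-normalized one, and for the levels of sex-linked genes in whole mice and of markers of other cells it was the total of reads. Genes were named by a fixed rule. Among genes past the threshold with a mean of at least 10 CPM in 1 of the groups and a change in the same direction in females and males, the 4 with the largest rise and the 4 with the largest fall were named. For the interaction up to 3 genes were named. Markers of sex and members of the lists were also named. The comparisons, their tests, the lists, the naming rule and most alternatives were fixed before the data were examined, and the closing section says which alternatives and tests were chosen later.

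Each test was tested on simulated data drawn from the means and library sizes of the real comparisons, with 200 genes changed 4-fold. With the dispersion set low, edgeR recovered 78.5% to 100% of the changed genes over 17 comparisons, and 0.508% to 5.99% of its calls were false. With the dispersion estimated from the real libraries it recovered 0% to 95.5%, with no call at all in 5 comparisons, and up to 40.0% of its calls were false. DESeq2 1.42.0 on the same estimated draws recovered 4.5% to 98.5%, and 43.1% to 96.8% of its calls were false, against 86.5% to 100% recovered and 3.88% to 17.2% false with the low dispersion. For the hyperoxia comparison in early alveolar fibroblasts (15446 genes), edgeR made 0 calls on the estimated draw, and 296 of 317 DESeq2 calls were false. In 200 draws of that comparison with nothing changed, fry gave the p53 list an unadjusted p under 0.05 in 7%. In 200 draws with the list raised 2-fold it did so in 64%. The list was tested alone there and its genes were drawn independently. These shares therefore do not describe the test adjusted over 5 lists. For subtype shares at P7, 3 of 100 draws with nothing changed gave a false call, and with 3 subtypes changed 88.3% of them were recovered with 0.19 false calls per draw.

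The alternatives were DESeq2 with its size factors, no filter on low counts, every cell thinned before summing, only the main sequencing run of each mouse, only the mice of the groups compared, at least 20 cells per mouse and class, no term for sex, only the first plate of the male hyperoxia mouse, camera in place of fry, other tests and class definitions for shares, and each mouse left out in turn. Added later were a filter to genes found in 10% of cells, offsets for gene length and GC content, and limma on the mean log2 of CPM plus 1 over cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for counting, exact tests, permutation tests and plots. Tests between the plates or the well columns of a single mouse had cells or well columns as their unit, and they say nothing about other mice. With 2 mice against 2, the smallest two-sided exact permutation p is 0.333, so values without a model across genes or subtypes, such as genes per cell, have no p here.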

Results

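The study followed mesenchymal cells of the mouse lung from late gestation to the third postnatal week and asked how their subtypes change with age and under neonatal hyperoxia, the breathing of oxygen-enriched air after birth. Read counts of 5480 single cells were analysed from 10 mice, 1 female and 1 male for each of 5 groups. The groups were embryonic day 18.5 (E18.5) and postnatal days 1, 7 and 21 (P1, P7 and P21) in normal air, and P7 in hyperoxia. The female and male mice gave 627 and 579 cells at E18.5, 633 and 570 at P1, 606 and 570 at P7 in normal air, 524 and 311 at P21, and 509 and 551 at P7 in hyperoxia. Their total reads, in the same order, were 494784643 and 578708263, 391662407 and 558049281, 671766116 and 599050234, 445039653 and 294154721, and 321745579 and 540192247. Single cells held 39358 to 5177020 reads, with a median of 774305. Early alveolar fibroblasts were the most numerous of the 16 subtypes (1618 cells), followed by fibroblast precursors (764 cells), early adventitial fibroblasts (598 cells) and myofibroblasts (520 cells).

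The mice had been sequenced in 9 runs. Both hyperoxia mice were sequenced in runs of their own, so sequencing run and hyperoxia cannot be told apart except in a small run that held 14 cells of the male P7 mouse in normal air and 9 cells of the male hyperoxia mouse. The 4 male mice in normal air shared a run. The female E18.5 and P1 mice shared another, and the female P7 and P21 mice each had their own. The change from E18.5 to P1 therefore lay within a run in both sexes, and the later changes lay within a run in males only. In all, 68 cells came from outside the main run of their mouse. By the sort names in their titles, 67 of these had been sorted with CD31, a surface marker of endothelial cells, and 1 with CD45, a marker of immune cells, although the labels give all of them a mesenchymal subtype. The 23 cells of both conditions in the small run were all from the CD31 sort.

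Sex-linked transcripts followed the labelled sex of each mouse. Xist, which is expressed from the inactive X chromosome, was at 276 to 505 CPM in the 5 females and at 0.0234 to 9.36 CPM in the 5 males. The Y-linked gene Ddx3y was at 61.3 to 119.6 CPM in males and at 0.00149 to 4.88 CPM in females. The highest levels against the label were in the P1 mice, at 9.36 CPM of Xist in the male and 4.88 CPM of Ddx3y in the female. Among males, the share of cells with a Xist read was highest in the hyperoxia mouse, at 9.98% against 2.1% to 3.54% in the others, and among females the share with a Ddx3y read was highest at P1, at 2.05%.

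Between E18.5 and P1, the shares of 7 of the 14 tested subtypes changed, 4 upward and 3 downward (edgeR, adjusted p under 0.05). Shares are given below as the mean ± SD of the 2 mice of a group (n = 2). Fibroblast precursors made up 62.8% ± 7.02 of the cells at E18.5 and 0.325% ± 0.211 at P1, a log2 change of -7.49 (SE 0.624, adjusted p 5.95e-16). The precursors of myofibroblasts and smooth muscle fell from 18.7% ± 3.63 to 1.17% ± 0.0864 (log2 -3.97, SE 0.528, adjusted p 2.37e-09). Early alveolar fibroblasts rose from 3.19% ± 1.35 to 63.1% ± 8.32 (log2 4.31, SE 0.467, adjusted p 5.38e-12). Early airway smooth muscle was absent from the cells sampled at E18.5 and made up 5.02% ± 1.39 at P1, at least 20.4-fold higher. Myofibroblasts rose from 0.604% to 5.89% (log2 3.30) and early adventitial fibroblasts from 4.58% to 16.8% (log2 1.84), while proliferating fibroblasts fell from 5.21% to 1.00% (log2 -2.36). Each of these 7 differences had the same direction in females and in males, and so within each of the runs that held both ages. The alternative that moved this comparison most was TMM scaling over the subtypes, under which 5 subtypes passed, and 5 also passed without the female P1 mouse.

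From P1 to P7 in normal air, 5 subtypes changed, 3 upward and 2 downward. Myofibroblasts rose from 5.89% ± 0.387 to 28.9% ± 4.74 (log2 2.28, SE 0.430, adjusted p 1.37e-05) and proliferating myofibroblasts from 0.597% ± 0.397 to 6.59% ± 1.85 (log2 3.44, SE 0.627, adjusted p 1.37e-05). Early airway smooth muscle rose to 11.8% ± 0.812 (log2 1.27, adjusted p 0.0215). Early alveolar fibroblasts fell to 30.9% ± 7.20 (log2 -1.00, SE 0.386, adjusted p 0.0334). The precursors of myofibroblasts and smooth muscle were represented by 14 cells at P1 and 1 cell at P7, a ratio of 13.7 (95% interval 2.08 to 579). In the males, which shared a run, myofibroblasts rose from 5.61% to 32.3% and early alveolar fibroblasts fell from 68.9% to 25.8%. This comparison rested on single mice: without the male P1 mouse 1 subtype passed, and without the female P1 or the male P7 mouse 2 passed. Without the term for sex, and with TMM scaling, 2 passed as well.

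From P7 to P21, 10 subtypes changed, 4 upward and 6 downward, and 10 passed whichever mouse was left out. Alveolar fibroblasts made up 28.4% ± 8.74 at P21 and were absent from the cells sampled at P7 (at least 117-fold higher), and airway smooth muscle made up 14.4% ± 4.68 against none (at least 53.0-fold higher). Adventitial fibroblasts were 238 cells at P21 (28.3% ± 1.32) against 2 at P7, a ratio of 168 (95% interval 45.9 to 1392). Pericytes, the cells that wrap around capillaries, rose from 4.86% ± 0.812 to 18.7% ± 7.61 (log2 1.91, SE 0.447, adjusted p 0.000122). Myofibroblasts, 28.9% of the cells at P7, were absent from the cells sampled at P21 (at least 80.2-fold lower), as were proliferating myofibroblasts (at least 18.2-fold lower) and proliferating fibroblasts (at least 5.44-fold lower). Early alveolar fibroblasts fell from 30.9% to 0.899% (log2 -5.35), early airway smooth muscle from 11.8% to 0.703% (log2 -4.11) and early adventitial fibroblasts from 8.87% to 0.924% (log2 -3.09). All 10 changes had the same direction in the males, within their shared run. When early and later subtypes of a name were joined, 4 subtypes passed, since the early and later names replace each other between these ages.

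Gene expression between ages was compared in adventitial fibroblasts and pericytes from E18.5 on, and in alveolar fibroblasts from P1 on. Alveolar fibroblasts between E18.5 and P1 were not compared, although both ages had at least 10 cells per mouse. Other classes, such as myofibroblasts between P1 and P7, were not compared between ages either. In adventitial fibroblasts, 26 of 15289 genes passed between E18.5 and P1, 24 higher and 2 lower at P1. The largest movement under another setting came from DESeq2, which called 778 genes (569 higher, 209 lower), all 26 among them, and on simulated counts of this comparison 182 of 269 DESeq2 calls were false against 2 of 38 edgeR calls. When only the 4 mice compared were fitted, edgeR called 0 genes, with 1002 at an unadjusted p under 0.05. Leaving out a mouse gave 5 genes (without the male hyperoxia mouse) to 55 (without the male E18.5 mouse). The 4 largest rises were all against 0 reads at E18.5. Ly6a reached 110 CPM ± 92.5 (n = 2; at least 1906-fold), Ccl2 76.5 ± 36.4 (at least 1322-fold), Wfdc1 31.7 ± 1.31 (at least 547-fold; adjusted p 0.00194) and Adh7 31.6 ± 21.5 (at least 547-fold). These bounds count reads, and the cells were few: at E18.5 there were 26 and 29 cells in the female and male, without a read of these genes. At P1, of 138 and 67 cells, 2.90% and 4.48% held a Ccl2 read, 16.7% and 5.97% a Ly6a read, 13.8% and 11.9% a Wfdc1 read and 7.97% and 7.46% an Adh7 read. Lower at P1 were Klf15 (6.13 CPM ± 2.77 against 145 ± 40.0; log2 -4.57, SE 0.697, adjusted p 0.0427) and Lox (389 ± 11.9 against 1381 ± 106; log2 -1.84, SE 0.280, adjusted p 0.0427). In pericytes 5 of 11894 genes passed, all higher at P1, and 667 passed by DESeq2. On simulated counts of this comparison edgeR recovered 1.5% of the changed genes, and 2 of its 5 calls were false. Leaving out a mouse gave 1 (without either P21 mouse) to 15 (without the female P7 mouse in normal air). Gap43 was at 141 CPM ± 120.3 at P1 against 0 reads at E18.5 (at least 1072-fold, adjusted p 0.00761). Lipg rose from 5.10 ± 3.36 to 312 ± 4.93 CPM (log2 6.00, SE 0.803, adjusted p 0.0209). Adcy8 and Edn3 had 1 read each at E18.5, and their ratios were 2008 (95% interval 360.1 to 79347) and 689 (95% interval 123 to 27236).

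Between P1 and P7, edgeR called 0 genes in alveolar fibroblasts (370 of 15670 at an unadjusted p under 0.05), 0 in adventitial fibroblasts (856 of 15289) and 0 in pericytes (475 of 11894). DESeq2 called 215, 328 and 478 genes. Over the fits without a mouse, edgeR called 0 genes in alveolar fibroblasts, up to 2 in adventitial fibroblasts (without the female P1 mouse) and up to 3 in pericytes (without either P1 mouse or the male P7 mouse). On simulated counts with 200 genes changed 4-fold, edgeR recovered none of them in the alveolar comparison, 16.5% in the adventitial and 1.5% in the pericyte comparison, so most changes of that size were not detectable.

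Between P7 and P21, 11 of 15670 genes passed in alveolar fibroblasts (10 higher, 1 lower), and DESeq2 called 1070 (596 higher, 474 lower). This count depended on single mice: without the female or the male E18.5 mouse, neither of them in the contrast, edgeR called 163 and 157 genes, and without any other mouse it called 0. Among those higher at P21 were Efemp1 (692 CPM ± 28.9 against 2.65 ± 1.15; log2 8.17, SE 0.867), Pdgfra (1149 ± 51.9 against 27.1 ± 5.40; log2 5.44, SE 0.522) and Sod3 (3594 ± 1098 against 155 ± 24.2; log2 4.53, SE 0.441). The imprinted gene Mest was lower, at 0.314 CPM ± 0.270 against 136 ± 9.77 (log2 -8.87, SE 0.828, adjusted p 0.0345). In adventitial fibroblasts 19 genes passed, 11 higher and 8 lower, against 852 by DESeq2, and leaving out a mouse gave 1 (without the male P7 mouse in normal air) to 72 (without the female E18.5 mouse). Mmp3 was at 1568 CPM ± 443 at P21 and 20.4 ± 15.5 at P7 (log2 6.48, SE 0.562, adjusted p 0.00429). Has1 (log2 7.71, SE 1.11) and Gfpt2 (log2 4.43, SE 0.540) were also higher, and Aldh3a1, with 2 reads at P7, was higher by a ratio of 7308 (95% interval 2023 to 60345). Prss35 fell from 311 CPM ± 17.4 to 8.10 ± 4.77 (log2 -5.31, SE 0.462, adjusted p 0.00429), and Rgs5 (log2 -9.27, SE 1.33), Nnat (log2 -5.31, SE 0.728) and Postn (log2 -3.78, SE 0.529) fell too. In pericytes 6 genes passed, 2 higher and 4 lower, against 445 by DESeq2. Leaving out a mouse gave 0 (without the male P21 mouse) to 18 (without the female P1 mouse). Gpx3 rose from 69.4 CPM ± 26.0 to 1890 ± 180.5 (log2 4.72, SE 0.540, adjusted p 0.00547) and Lipg from 18.3 ± 4.99 to 674 ± 28.0 (log2 5.10, SE 0.763). H19 fell from 121 CPM ± 2.47 to 0.0372 ± 0.0235 (log2 -11.57, SE 1.22), Fn1 from 129 ± 86.1 to 0.465 ± 0.480 (log2 -8.36, SE 0.982) and Acta2 from 3316 ± 2171 to 115 ± 22.7 (log2 -4.81, SE 0.581). Actg2 had 2 reads at P21 against 292 CPM ± 247 at P7, a ratio of 14962 (95% interval 4141 to 123560). On simulated counts from P7 to P21, edgeR made 0 calls in alveolar fibroblasts, 38 in adventitial fibroblasts (6 false) and 3 in pericytes (0 false). The rule that chose the named genes required the same direction in females and males, so their direction in the males, which shared a run, is no separate check.

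Hyperoxia at P7 was compared with normal air at P7 first in the makeup of the cells. The shares of 6 subtypes differed, 3 higher and 3 lower. Early adventitial fibroblasts made up 21.2% ± 0.256 of the cells in hyperoxia and 8.87% ± 1.11 in normal air (log2 1.25, SE 0.416, adjusted p 0.0137), and proliferating fibroblasts 5.53% ± 1.42 and 1.93% ± 1.24 (log2 1.52, SE 0.531, adjusted p 0.0163). Lower in hyperoxia were myofibroblasts, at 9.78% ± 2.28 against 28.9% ± 4.74 (log2 -1.55, SE 0.415, adjusted p 0.00205), pericytes, at 0.763% ± 0.310 against 4.86% ± 0.812 (log2 -2.64, SE 0.635, adjusted p 0.000769), and proliferating myofibroblasts, at 2.40% ± 1.34 against 6.59% ± 1.85 (log2 -1.42, SE 0.514, adjusted p 0.0178). Each of these 5 differences had the same direction in females and in males. The sixth, the male hyperoxic fibroblast, made up 9.98% of the cells of the male hyperoxia mouse and none in any other mouse. Early alveolar fibroblasts were at 41.7% and 43.9% in the hyperoxia mice against 36.0% and 25.8% (log2 0.45, SE 0.387, adjusted p 0.434), and early airway smooth muscle at 7.69% ± 5.23 against 11.8% ± 0.812 (log2 -0.73, SE 0.436, adjusted p 0.202), neither past the threshold. The early alveolar share of the male hyperoxia mouse may be understated, since the male hyperoxic fibroblasts took their place in some wells, as given below. The calls rested on single mice. Without the male hyperoxia mouse edgeR called 0 subtypes, with 1 at an unadjusted p under 0.05, and without the male P7 mouse in normal air it called 1. Without either P1 mouse 3 passed. Without the term for sex 1 subtype passed, and with limma on arcsine square root shares 5 passed.

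**Figure D1:**
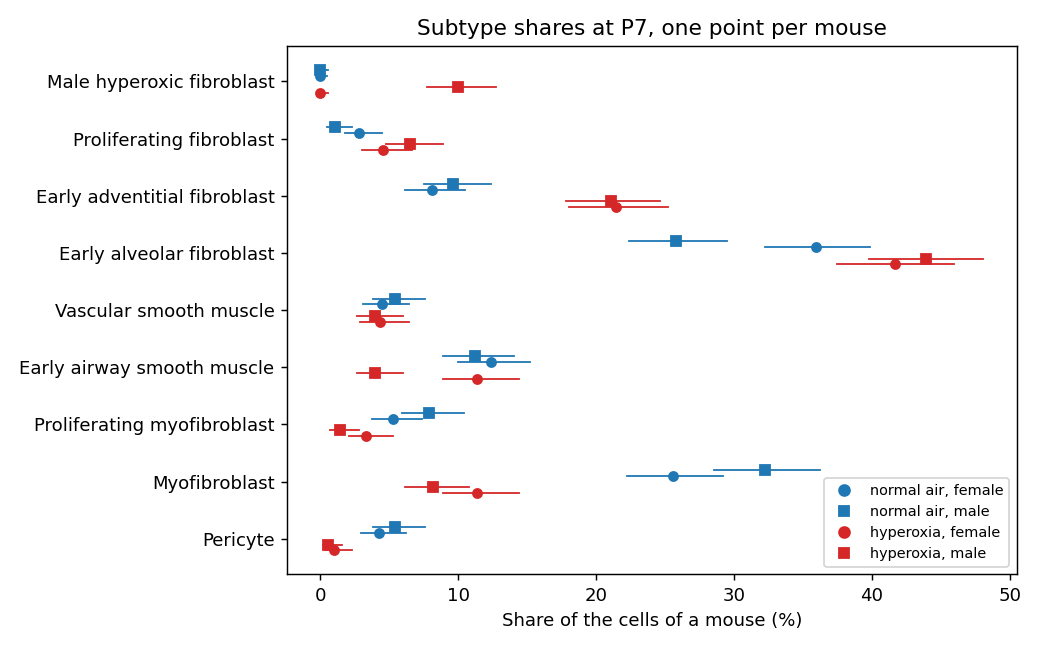
Share of each subtype (percent of the cells of a mouse) in the 4 mice at P7, with blue for normal air, red for hyperoxia, circles for females, squares for males and bars for 95% Wilson intervals. Myofibroblasts averaged 28.9% in normal air and 9.78% in hyperoxia, and early adventitial fibroblasts 8.87% and 21.2%.

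The male hyperoxic fibroblasts came from a single plate. The main run of that mouse held 2 plates, with 0 of 264 cells on the first, which allows a share of up to 1.14%, and 55 of 278 cells on the second (19.8%, 95% interval 15.5% to 24.9%). Fisher's exact test between the plates gave a two-sided p of 6.52e-18. Over 64 such tests of a subtype between the plates of a mouse, 3 passed after Benjamini-Hochberg adjustment. Among them were the early alveolar fibroblasts of the same mouse, at 51.5% on the first plate and 37.8% on the second (adjusted p 0.0297). On the second plate the subtype lay mostly in the well columns numbered 1 to 8, with 44 of 93 cells there and 11 of 185 cells in the other columns, a boundary set after the positions had been seen. Among cells with at least 100000 reads, early alveolar fibroblasts numbered 8 in those columns and 97 in the others. On the first plate they numbered 43 and 92. The male hyperoxic fibroblasts thus took the place of early alveolar fibroblasts in those columns, whose share in this mouse may be understated. With that mouse represented by its first plate, 4 subtypes differed between hyperoxia and normal air.

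**Figure D2:**
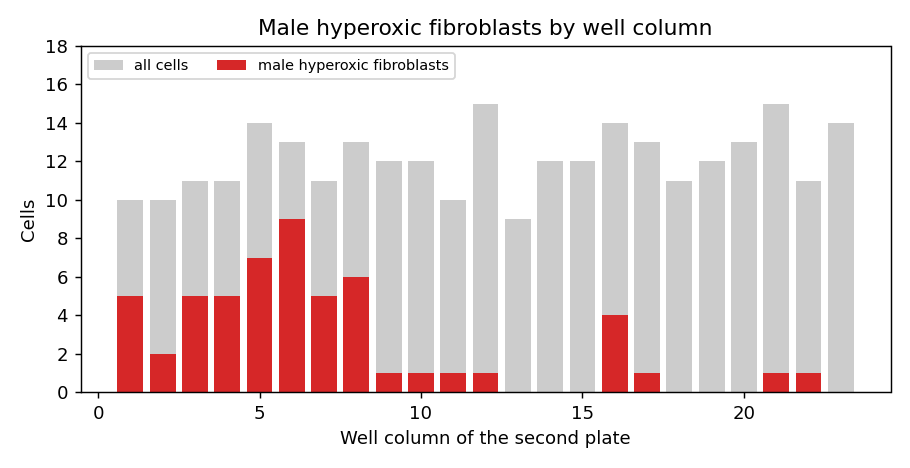
Cells per well column of the second plate of the male hyperoxia mouse, with grey bars for all cells and red bars for the male hyperoxic fibroblasts among them. Of these fibroblasts, 44 were among the 93 cells of columns 1 to 8 and 11 among the 185 cells of the other columns.

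The number of genes detected per cell was higher in the hyperoxia mice. After thinning to 100000 reads, the median cell held 3799 genes in the female and 4513 in the male hyperoxia mouse, against 2450.5 and 2333 at P7 in normal air. The difference of the group means was 1764 genes, against an SD of 505 between the hyperoxia mice, the larger of the SDs of both groups, and it was 1931 without thinning (medians of 4268 and 5545 against 2988 and 2963) and 1611 at 50000 reads. Without single mice it ran from 1407 to 2121. The 2 plates of a mouse also differed, with medians at 100000 reads of 3174 and 1938 in the female and 1980 and 2713 in the male in normal air. In hyperoxia the plates were at 3823 and 3721 in the female and 4233 and 4776 in the male. Each hyperoxia plate thus lay above each plate in normal air, but by less than the group means for some. Both hyperoxia mice lay above both mice in normal air in 5 of 5 subtypes with enough cells. The difference did not hold in the small run that held both conditions, all of them CD31-sorted cells, where 9 cells of the male hyperoxia mouse had a median of 3836 genes and 10 cells of the male mouse in normal air a median of 4347. At the other ages the medians were 3141 and 3171 at E18.5, 2569.5 and 2634 at P1, and 2643.5 and 1532 at P21, in females and males. The share of cells in division was 8.25% (95% interval 6.16% to 11.0%) and 8.17% (6.16% to 10.8%) in hyperoxia against 8.91% (6.89% to 11.4%) and 9.82% (7.64% to 12.5%) in normal air, a difference of -1.16 percentage points. Both hyperoxia mice lay below both mice in normal air, by more than the larger SD of both groups (0.646), but the intervals, which cover counting error alone, overlapped. A difference of this size was thus not detectable beyond counting error at this number of cells. At E18.5 the shares were 6.38% and 6.56%, at P1 1.26% and 1.93%, and at P21 0 of 524 and 0 of 311 cells, which allows up to 0.573% and 0.965%. By the markers Mki67 and Top2a, among cells with at least 100000 reads, the P7 shares were 7.78% and 9.31% in hyperoxia against 8.78% and 10.8%. The male hyperoxia mouse then lay above the female mouse in normal air, and the female P21 mouse had 2 such cells.

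**Figure D3:**
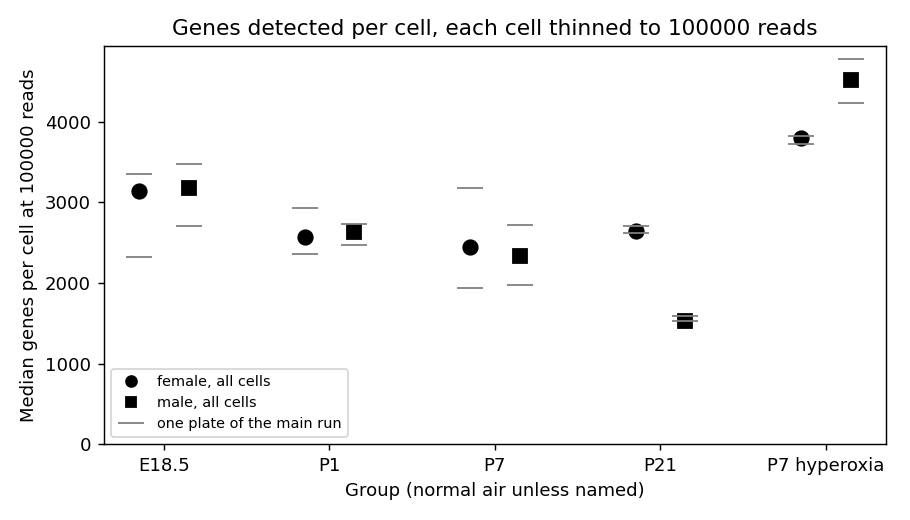
Median number of genes with a read per cell after thinning to 100000 reads, as a point for each mouse and grey dashes for the single plates of its main run. The hyperoxia mice sit at 3799 and 4513 genes and the mice in normal air at P7 at 2450.5 and 2333.

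No gene passed the threshold by edgeR between hyperoxia and normal air in any of the 5 classes tested. In early alveolar fibroblasts edgeR called 0 of 15446 genes, with 446 at an unadjusted p under 0.05, while DESeq2 called 300 (265 higher, 35 lower) and edgeR on cells thinned to 100000 reads before summing called 131 (86 higher, 45 lower). In early adventitial fibroblasts edgeR called 0 of 14831 (1233 unadjusted) and DESeq2 488. In early airway smooth muscle it was 0 of 12887 (528 unadjusted) and 196, in myofibroblasts 0 of 13380 (847 unadjusted) and 376, and in vascular smooth muscle 0 of 12417 (319 unadjusted) and 215. The setting that moved these counts most was limma on the mean log2 of CPM over cells, which called 7211 genes in myofibroblasts and 3787 in early alveolar fibroblasts, 3775 of the latter higher in hyperoxia. Of the edgeR counts, that in myofibroblasts depended on mice outside the contrast, with 153 and 324 genes without the female and the male P1 mouse. On simulated counts with 200 genes changed 4-fold, at the spread estimated from these mice, edgeR recovered 0% of them in early alveolar fibroblasts, 19.5% in early adventitial fibroblasts, 33.5% in early airway smooth muscle, 19.5% in myofibroblasts and 1.5% in vascular smooth muscle. A count of 0 therefore left room for such changes, most of all in early alveolar fibroblasts. Of the DESeq2 calls in these simulations, 66.6% to 93.4% were false, and the DESeq2 counts are not used to name genes.

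The 5 gene lists were tested in early alveolar fibroblasts. All 16 p53 targets were higher in hyperoxia, with a median log2 fold change of 1.74 and a mean of 2.47 (fry, p 0.00436, adjusted p 0.0218). Of these genes 0 passed by edgeR when adjusted over the list alone and 0 over all genes, and after thinning the cells to 100000 reads 14 and 5 passed. Cdkn1a was at 945 and 952 CPM in the female and male hyperoxia mice against 87.3 and 14.2 CPM (log2 4.03, SE 2.29, adjusted p 1.00), and Mdm2 at 92.6 and 121 against 48.9 and 41.2 CPM (log2 1.22, SE 0.640, adjusted p 1.00). The list did not stay past the threshold when only the 4 mice at P7 were fitted (median 1.73, adjusted p 0.252), nor without either P1 mouse or any of the 4 mice at P7, where the medians ran from 1.53 (without the male hyperoxia mouse) to 2.41 (without the male mouse in normal air). The other lists did not pass under fry. NRF2 targets had a median of 0.07 and a mean of 0.97 (adjusted p 0.907), cell division genes a median of -1.37 and a mean of -1.02 (adjusted p 0.485), and contractile genes a median of 0.21 and a mean of 0.46 (adjusted p 0.836). Elastic fibre and collagen genes had a median of -0.15 and a test direction downward but a mean of 0.29 (adjusted p 0.485). In each of these 4 lists 0 genes passed by edgeR, adjusted over the list alone or over all genes. The median of the NRF2 targets was -0.041 without the female hyperoxia mouse, and that of the cell division genes 0.50 without the female mouse in normal air. Of the calls by camera, which presets the correlation between genes, that of the p53 targets (adjusted p 5.73e-12) held under fry and that of the elastic fibre and collagen genes (adjusted p 0.0211) did not.

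The difference of the hyperoxia effect between cell classes was tested directly. Between early alveolar and early adventitial fibroblasts edgeR called 0 of 15582 genes, with 1054 at an unadjusted p under 0.05 and 566 by DESeq2. The count was 487 without the female and 44 without the male mouse in normal air. Between early alveolar fibroblasts and myofibroblasts it called 2 of 15393 genes, and DESeq2 450. Both had a larger hyperoxia effect in myofibroblasts, Bmp3 with a log2 difference of 7.07 (SE 0.403, adjusted p 0.0459) and Ablim3 with 6.58 (SE 0.423, adjusted p 0.0460). Both were at low levels in myofibroblasts, Bmp3 at 8.45 CPM ± 0.448 in hyperoxia and 0.0303 in normal air, and Ablim3 at 4.27 ± 1.54 and 0.0323 ± 0.0112 CPM. In myofibroblasts, 5 of 58 and 8 of 45 cells of the female and male hyperoxia mice held a Bmp3 read, and a single cell held 93.9% and 52.8% of the reads. For Ablim3 it was 6 and 11 cells, and 47.6% and 60.8%. Without either hyperoxia mouse 0 genes passed, and without the female and male mice in normal air 48 and 35 passed. With only the main run of each mouse 0 passed (884 unadjusted).

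Males and females were compared over all groups. In alveolar fibroblasts edgeR called 0 of 13654 genes, with 81 at an unadjusted p under 0.05, and DESeq2 called 22. Over all cells edgeR called 1 of 16355 genes and DESeq2 62. The sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were among those tested, and 0 of these 5 passed by edgeR in either fit. Over all cells their adjusted p ran from 0.0516 to 0.0840, with log2 differences of -9.74 for Xist and 12.02 for Ddx3y, and in alveolar fibroblasts it was 0.998. All 5 passed by DESeq2 in both fits, and over all cells all 5 passed by edgeR without either P1 mouse, after thinning the cells to 100000 reads, or with genes found in 10% of cells. On simulated counts edgeR recovered 95.5% of genes changed 4-fold over all cells and 0% in alveolar fibroblasts. The count of 0 in alveolar fibroblasts therefore left room for differences as large as those of the sex-linked genes. The simulated changes had the same size in every group, in genes of at least 10 CPM. Xist and Ddx3y, with larger differences, did not pass over all cells either. The 95.5% thus overstates what that fit detects for genes like these, and its count also left room for differences. The gene called over all cells, 9230104L09Rik, was higher in the male in all 5 groups (log2 2.54, SE 0.269, adjusted p 0.0443), at 102 CPM ± 225 in males and 23.8 ± 52.6 in females (n = 5), and almost all its reads lay at P21, at 505.5 CPM in the male and 118 CPM in the female. The count of genes was 7 without either P1 mouse and 0 without any other mouse. It was 0 with only the main run of each mouse (446 unadjusted). All 4 male mice in normal air shared a run that held no females, so within normal air sex and sequencing run cannot be told apart. The sum over all cells also mixes subtypes, whose shares differed between the mice at P21. Alveolar fibroblasts made up 34.5% in the female and 22.2% in the male, and pericytes 13.4% and 24.1%. A difference in cell makeup is therefore not excluded for 9230104L09Rik.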

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

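Of the tests in this part, those with the first plate of the male hyperoxia mouse, the use of the fit without that mouse as a test of the plate, and the fits with limma on mean log2 values over cells, with offsets for gene length and GC content, and with genes found in 10% of cells were chosen only after the result had been seen.

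The hyperoxia effect on Bmp3 and Ablim3 differed between early alveolar fibroblasts and myofibroblasts by a direct test of that difference. The log2 difference was 7.07 for Bmp3 (adjusted p 0.0459, edgeR) and 6.58 for Ablim3 (adjusted p 0.0460), in the same direction in females and males. In early alveolar fibroblasts Bmp3 was at 174 and 224 CPM in the female and male hyperoxia mice against 103 and 92.0 CPM in normal air, and Ablim3 at 196 and 227 CPM against 150.3 and 170.2 CPM. In myofibroblasts both genes were near the floor in normal air, with 5 and 6 reads of Bmp3 and 4 and 8 reads of Ablim3 in the female and male mouse.

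Bias by gene length or GC content as the whole cause is argued against by the fit with offsets for them, in which both genes stayed past the threshold with log2 differences of 7.27 and 6.71 (adjusted p 0.0257 for both). Over all alternatives, the fits without a mouse included, the adjusted p ran from 3.96e-28 to 0.612 for Bmp3 and from 1.98e-24 to 0.932 for Ablim3.

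A candidate explanation is a handful of unusual cells. The hyperoxia myofibroblasts held 395 and 422 reads of Bmp3, in 5 of 58 and 8 of 45 cells, and a single cell held 93.9% and 52.8% of them. For Ablim3, a single cell held 47.6% of 143 reads in the female and 60.8% of 278 reads in the male. Since both genes are abundant in early alveolar fibroblasts, such cells could be mixtures with, or misnamed, early alveolar fibroblasts, which was not tested. In limma on mean log2 values over cells, which changes both the weight of single cells and the scale, the difference reversed to -2.62 for Bmp3 (adjusted p 0.00378) and -2.03 for Ablim3 (adjusted p 0.00571), with an all-gene median of 0.45 against -0.11 by edgeR. It did not reverse with the cells thinned to 100000 reads, at 6.46 for Bmp3 (adjusted p 0.0267) and 4.65 for Ablim3 (adjusted p 0.102).

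The second plate of the male hyperoxia mouse, which held the male hyperoxic fibroblasts, is argued against as the whole cause by the fit without that mouse, in which the log2 difference was 7.34 for Bmp3 (SE 0.641) and 6.34 for Ablim3 (SE 0.575). The adjusted p of 0.612 for both genes there, with a single hyperoxia mouse, did not pass. Without the female hyperoxia mouse the differences were 6.89 and 6.90 (adjusted p 0.273 for both). With the male mouse represented by its first plate they were 7.24 (adjusted p 0.0513) and 4.55 (adjusted p 0.932), and with the main run of each mouse the adjusted p was 0.0527 for both. Both hyperoxia mice had runs of their own, although a run effect would have to act on the classes unequally to give such a difference. An unequal response of the cell classes to hyperoxia stays open as well and was not tested apart from these explanations.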

How the results depend on the processing

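Among the alternatives, those with genes found in 10% of cells, with offsets for gene length and GC content, with limma on the mean log2 of CPM plus 1 over cells, with the first plate of the male hyperoxia mouse for the differences between classes, and without single mice for genes per cell and cells in division were chosen only after the data had been seen. Leaving the fits without a mouse aside, of the results that answer a comparison 133 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times the count, 87 counts moved further, 1 list became significant and 1 lost significance. Of the values of named genes, 255 kept direction and side, 52 lost significance and 2 reversed. In the fits without a mouse, 143 values of the former kept direction and side or count, 75 moved, 6 lost significance and 2 reversed, and for named genes 154 kept direction and side and 134 lost significance. Unless a cause is given, the cause was not tested.

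DESeq2 called more genes than edgeR in each comparison. Under hyperoxia it called 300 genes in early alveolar fibroblasts (265 higher), 488 in early adventitial fibroblasts (348 higher), 196 in early airway smooth muscle (114 higher), 376 in myofibroblasts (254 higher) and 215 in vascular smooth muscle (149 higher), against 0 by edgeR in each. Between E18.5 and P1 it called 778 in adventitial fibroblasts (569 higher, 209 lower) and 667 in pericytes (393 higher, 274 lower), from P1 to P7 215 in alveolar fibroblasts (68 higher), 328 in adventitial fibroblasts (120 higher) and 478 in pericytes (234 higher), and from P7 to P21 1070 (596 higher, 474 lower), 852 (523 higher) and 445 (279 higher, 166 lower). Between sexes it called 22 genes in alveolar fibroblasts (6 higher) and 62 over all cells (28 higher, 34 lower), and for the difference of the hyperoxia effect 566 (319 higher) and 450 (210 higher, 240 lower). On simulated counts 43.1% to 96.8% of DESeq2 calls were false with the dispersion estimated from these libraries, and 3.88% to 17.2% with a low dispersion.

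With cells thinned to 100000 reads, edgeR called 131 (86 higher, 45 lower), 7, 3, 17 and 1 genes under hyperoxia in the order of classes above, 59 and 19 (16 higher, 3 lower) from E18.5 to P1, 1 in adventitial fibroblasts and 3 in pericytes from P1 to P7, 598 (313 higher, 285 lower), 116 (75 higher, 41 lower) and 32 from P7 to P21, 7 between sexes over all cells, and 21 (7 higher, 14 lower) for early alveolar fibroblasts against myofibroblasts. Thinning gives cells nearly equal weight. With no low-count filter the counts were 3 in airway smooth muscle and 9 in myofibroblasts under hyperoxia, 45 and 56 from E18.5 to P1, 22 in pericytes from P1 to P7, 50 and 43 in adventitial fibroblasts and pericytes from P7 to P21, 4 between sexes over all cells, and 7 for early alveolar fibroblasts against myofibroblasts.

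With limma on mean log2 values the counts under hyperoxia were 3787 (3775 higher), 4573 (4558 higher), 348 (328 higher), 7211 (7194 higher) and 297 (294 higher). The median of all genes shifted to 0.74 in early alveolar fibroblasts and 1.21 in myofibroblasts, against 0.06 and -0.01 by edgeR. This measure rises with the number of genes found per cell, which was higher in the hyperoxia mice. It gave 228 (23 higher, 205 lower) and 53 (14 higher, 39 lower) from E18.5 to P1, 12 in alveolar and 3 in adventitial fibroblasts from P1 to P7, 683 (232 higher, 451 lower), 336 (261 higher) and 31 (19 higher) from P7 to P21, 5 in alveolar fibroblasts and 6 over all cells between sexes, and 352 and 2012 for the differences between classes, where Bmp3 reversed to -2.62 (adjusted p 0.00378) and Ablim3 to -2.03 (adjusted p 0.00571). Offsets for gene length and GC content shifted the median of all genes to -0.22 in early alveolar fibroblasts and gave 3 genes in pericytes from E18.5 to P1, 0 in alveolar fibroblasts (999 unadjusted) and 8 in adventitial fibroblasts from P7 to P21, and 0 between sexes over all cells (491 unadjusted). With genes found in 10% of cells it was 18 in alveolar fibroblasts from P7 to P21 and 6 between sexes over all cells.

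When edgeR was fitted to the mice of the compared groups alone, it called 7 genes in early alveolar fibroblasts and 91 in myofibroblasts under hyperoxia, 0 and 0 from E18.5 to P1 (1002 and 351 unadjusted, in adventitial fibroblasts and pericytes), 3 in alveolar fibroblasts from P1 to P7, and 127 in alveolar fibroblasts and 3 in pericytes from P7 to P21. The p53 targets had a median of 1.73 there and did not pass (adjusted p 0.252). With at least 20 cells it called 9 in early alveolar fibroblasts under hyperoxia and 163 in alveolar fibroblasts from P7 to P21, and pericytes from E18.5 to P1 were not run for lack of mice. With the main run alone it called 15 in adventitial fibroblasts from E18.5 to P1, 5 there from P7 to P21, 0 between sexes over all cells (446 unadjusted), and 0 for early alveolar fibroblasts against myofibroblasts (884 unadjusted). With the first plate of the male hyperoxia mouse it called 2 in airway smooth muscle, where that mouse was then left out for too few cells, and 0 for early alveolar fibroblasts against myofibroblasts (763 unadjusted). TMM scaling over the subtypes left 2 subtypes past the threshold under hyperoxia and 2 from P1 to P7, and joined subtypes left 4 from P7 to P21. Elastic fibre and collagen genes (median -0.15) passed by camera alone (adjusted p 0.0211).

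The labels pair no mice across groups, and the term for sex blocks on sex alone. Over the 10 pairs of groups, the female to male differences of log2 CPM correlated across 9319 genes, which are not independent replicates, by -0.177 to 0.220 (median -0.0275). Without this block edgeR called 26 genes in alveolar and 42 in adventitial fibroblasts from P7 to P21, and 1 subtype under hyperoxia and 2 from P1 to P7. Without the block of age and treatment it called 0 between sexes over all cells (258 unadjusted), and with sex and treatment in place of the mouse as block 1 and 5 for the differences between classes.

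Each mouse was left out in turn, and a lone mouse of a group was then assumed to vary like the other groups. Under hyperoxia edgeR called 0 to 9 genes in early alveolar fibroblasts (9 without the female E18.5 mouse), 0 to 0 in early adventitial fibroblasts, 0 to 2 in early airway smooth muscle (2 without the female P1 or the male hyperoxia mouse), 0 to 324 in myofibroblasts (153 and 324 without the female and male P1 mouse) and 0 to 1 in vascular smooth muscle (1 without the female hyperoxia mouse). From E18.5 to P1 it called 5 (without the male hyperoxia mouse) to 55 (without the male E18.5 mouse) and 1 (without either P21 mouse) to 15 (without the female P7 mouse). From P1 to P7 it called 0 to 0, 0 to 2 (without the female P1 mouse) and 0 to 3 (without either P1 or the male P7 mouse), and from P7 to P21 0 to 163 and 1 to 72 (both highest without the female E18.5 mouse) and 0 to 18 (without the female P1 mouse). Between sexes it called 0 to 1 in alveolar fibroblasts and 0 to 7 over all cells, both highest without either P1 mouse. These mice had the most reads of Xist or Ddx3y against their sex, and the genes that then passed over all cells included all 5 sex-linked genes. For the differences between classes it called 0 to 487 and 0 to 48 (both highest without the female P7 mouse in normal air). The number of subtypes that passed was 0 to 7 under hyperoxia (0 without the male and 7 without the female hyperoxia mouse), 5 to 8, 1 to 5 (1 without the male P1 mouse) and 10 to 10 at the successive ages. The list medians ran from 1.53 to 2.41 for p53 targets, from -0.041 to 0.38 for NRF2 targets (reversed at -0.041 without the female hyperoxia mouse), from -0.27 to -0.02 for elastic fibre and collagen genes, from -1.94 to 0.50 for cell division genes (reversed at 0.50 without the female P7 mouse in normal air) and from 0.08 to 0.44 for contractile genes. Genes per cell differed by 1407 to 2121 and cells in division by -1.62 to -0.70 percentage points.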

Other observations

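Of the tests in this part, all those of the male hyperoxic fibroblasts, those of depth, sequencing run and second plate for genes per cell, the summed markers for the p53 targets, and the offsets for gene length and GC content were chosen only after the results or the data had been seen, as were the lists in classes other than early alveolar fibroblasts. The fits with the first plate and with thinned cells for the p53 targets were planned, and their use as tests of an explanation was chosen only after the result had been seen.

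The male hyperoxic fibroblasts lay on 1 of the 2 plates of their mouse. A cell state spread through the lung of that mouse would have reached both plates, and Fisher's exact test between them gave a two-sided p of 6.52e-18. Within the second plate, 44 of 93 cells in well columns 1 to 8 and 11 of 185 cells in the other columns had this name (Fisher's exact test, two-sided p 1.82e-15, with the boundary chosen after the positions had been seen). The 50 genes that most marked the subtype against early alveolar fibroblasts of the plate, among them Tubb3, Nfkbia, Cd9 and Krt8, were also higher in cells of other subtypes in those columns. Their mean log2 CPM had a median of 5.39 in columns 1 to 8 and 2.00 elsewhere, a difference of 3.39 (one-sided permutation p 1e-05, the smallest that the permutations can give), and the difference had that direction in 6 of 6 subtypes. On the first plate it was 0.00514 (permutation p 0.477).

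Several sources are argued against. Deeper sequencing of those wells would not survive thinning to 100000 reads, after which the marking genes were still higher by a median log2 of 3.25, 50 of 50 of them upward. Lung epithelial or immune cells would bring their abundant transcripts, while Sftpc was at 9.36 CPM in these cells against 16.5 CPM in early alveolar fibroblasts of the plate and Lyz2 at 10.6 against 28.2 CPM, although Krt8 was at 64.8 against 3.93 CPM. The difference of 3.39 in the other subtypes may therefore come from RNA or reads carried into neighbouring wells, or from an influence on the cells in those wells before lysis. Reads of near-identical gene copies stay open: of the 50 marking genes 6 were pseudogenes, among them Krt8-ps, against 373 of 18072 genes in the table (Fisher's exact test, two-sided p 0.000548), but the share of reads on all pseudogenes was not higher in those columns, with a difference of -0.06 percentage points (0.569% and 0.629%). The counts do not tell what the source was. Beyond a state spread through the lung, which the plates argue against, a part of hyperoxia or sex in the pattern was not tested, since no other male hyperoxia mouse was included.

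The larger number of genes per cell in the hyperoxia mice is not explained by depth alone, since the lower of the 2 mice still had a median of 3799 genes after thinning to 100000 reads, against 2450.5 and 2333 in normal air. A different mixture of subtypes as the whole cause is argued against by the direction within subtypes, with both hyperoxia mice above both mice in normal air in 5 of 5. The second plate of the male hyperoxia mouse as the whole cause is argued against by its first plate, with a median of 4233 genes. Sequencing run cannot be told apart from hyperoxia: in the small run with both conditions the medians were 3836 genes in 9 hyperoxia cells and 4347 genes in 10 cells in normal air. Those cells came from the CD31 sort, unlike nearly all cells of the main runs, and differed in subtype, so the run may be the source or the cells may be too few and too different. An effect of hyperoxia on the cells stays open and was not tested apart from the run.

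For the p53 targets in early alveolar fibroblasts, fry gave an adjusted p of 0.0202 with the first plate of the male hyperoxia mouse alone and 0.00198 after thinning, which argues against that plate and against the weight of deep cells as the whole cause. The adjusted p ran from 5.73e-12 to 0.5004 over 13 alternatives, past the threshold in 6 of them, and the median was above 0 in 13. Gene length and GC content as the whole cause are argued against by the median of 1.62 with offsets for them, 14 of 16 genes upward, where the median of all genes was -0.22 against 0.06 without offsets.

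RNA from epithelial, endothelial, immune or red blood cells as the whole cause is argued against by the amounts. In early alveolar fibroblasts the 16 p53 targets summed to 4070 and 5333 CPM of total reads in the female and male hyperoxia mice against 2838 and 1459 CPM in normal air, a mean rise of 2553 CPM, of which Cdkn1a made up 986 CPM. The 29 markers of those cells summed to 169.8 and 83.5 CPM against 86.1 and 106.9 CPM, a mean rise of 30.15 CPM that the male mice did not show. In the test chosen before, a count of markers, 11 were higher in both hyperoxia mice than in both mice in normal air, where chance gives 1 in 6, so traces of such RNA are not excluded, and other kinds of cells were not tested.

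Sequencing run stays open for the p53 targets. In the small run with both conditions, 9 hyperoxia cells were compared with 14 cells in normal air. The list had a median log2 difference of 1.79 over 13 genes. This value was at percentile 99.99 of 10000 random lists, most of which lay between -0.65 and 0.96. However, 7 of the hyperoxia cells and 2 of the cells in normal air were early adventitial fibroblasts. All these cells came from the CD31 sort, with a single mouse per condition. The p53 response may follow hyperoxia, and with a run per hyperoxia mouse this cannot be told apart from the run.

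The same lists were tested in 4 more classes with fry, and differences between classes were not tested. The p53 targets had medians of 1.54 in early adventitial fibroblasts (adjusted p 0.0189, 15 of 16 higher), 1.19 in early airway smooth muscle (adjusted p 0.0440), 2.67 in myofibroblasts (adjusted p 0.0101, 16 of 16 higher) and 1.76 in vascular smooth muscle (adjusted p 0.174). By edgeR 4, 5, 12 and 0 of the genes passed when adjusted over the list alone and 0 over all genes in each class. Elastic fibre and collagen genes were lower in early adventitial fibroblasts (median -0.51, adjusted p 0.0189), with medians of -0.43 in early airway smooth muscle, -0.54 in myofibroblasts and -0.69 in vascular smooth muscle that did not pass. Cell division genes were lower in myofibroblasts (median -2.79, adjusted p 0.0101, 17 of 19 lower). The authors' proliferating subtypes were not part of these classes. This list therefore does not measure how many cells divided, and its result may depend on where that boundary was drawn. In the other classes the list did not pass, and its medians went both ways. They were 2.44 in early adventitial fibroblasts (adjusted p 0.147), 0.35 in vascular smooth muscle (adjusted p 0.815) and -6.58 in early airway smooth muscle (-6.40 with genes at 0 reads at their bound, adjusted p 0.714). Contractile genes did not pass, with medians of 1.36 in early adventitial fibroblasts (adjusted p 0.120), -0.22 in early airway smooth muscle (0.714), -0.17 in myofibroblasts (0.782) and -0.25 in vascular smooth muscle (0.715). NRF2 targets did not pass either, with medians of 0.43 in early adventitial fibroblasts (adjusted p 0.0624) and 0.38 in myofibroblasts (0.147), and their median, mean and test differed in sign in early airway smooth muscle (0.05, -0.03 and downward) and vascular smooth muscle (-0.14, 0.74 and downward).

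The marker lists of other cells did not pass in early alveolar fibroblasts, with an adjusted p of 0.779 for each list. The medians were 0.74 for epithelial (7 of 8 markers tested), 0.72 for endothelial (7 of 8, test downward), 3.35 for immune (8 of 8) and 0.37 for erythroid markers (3 of 6). In early adventitial fibroblasts the immune (adjusted p 0.000398), endothelial (0.0175) and erythroid lists (0.0175) passed upward and the epithelial list did not (0.325), and in vascular smooth muscle the immune list passed (0.0206). RNA from other cells was not tested further in these classes.

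In the comparison of sexes, 126 splits of the 10 mice into groups of 5 exist, and 100 were drawn, the real one included. Over all cells, 10 of the 100 gave at least 1 gene by edgeR. The largest count was 443, in 3 splits that parted only the P21 mice, and a split that leaves the mice of most groups together compares few mice within groups, unlike the real one. Of the 13 drawn splits that parted the mice of every group, the real one alone gave a gene. In alveolar fibroblasts the real split gave 0 genes by edgeR, with 81 at an unadjusted p under 0.05 and 22 by DESeq2. All 100 splits gave at least that many, as any split must, so this count decides nothing.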
